A study of Mus musculus with 2 samples. Its data were reported in "Fatty acid amide hydrolase inhibition for treatment of amyotrophic lateral sclerosis" (2026).

How the data were processed

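Spinal cords from mutant SOD1 mice that received chow with PF-04457845, or that the labels call vehicle-treated and the study untreated, were frozen at the age of 16 weeks and pooled by 4 per condition. Nuclei were released, stained with DAPI, sorted by FACS and loaded on the Chromium 3' v3.1 platform. The series held 2 libraries, 1 per group. Per the submitters' processing notes, reads were processed with Cell Ranger 6.1.2 against mm10, and the study's methods state that intronic and exonic reads were both counted. The header of the matrix files names an earlier Cell Ranger major version, a difference that the files do not settle. The deposited values are raw UMI counts per gene and barcode with no normalization. The deposited matrices were unfiltered and listed 685488 barcodes in the vehicle library and 1191772 in the PF-04457845 library, of which 442095 and 700219 had a UMI.

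All further steps started from the deposited counts. Barcodes were kept with 200 to 2000 genes and under 1% of UMIs from mitochondrial genes, the filter stated for the study, and genes seen in at least 3 nuclei entered the clustering. In the vehicle library 10878 barcodes had at least 200 genes, of which 3379 were lost to the mitochondrial limit and 548 to the upper limit on genes. In the PF-04457845 library 6510 had at least 200 genes, and 2260 and 127 were lost. The filter kept 28.7% and 21.0% of all UMIs, at median gene counts of 532 and 373. Barcodes with 200 to 299 genes made up 23.3% of the kept vehicle barcodes and 40.9% of the kept PF-04457845 barcodes.

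Both libraries were clustered together in Seurat 5.3.0 (R 4.3.3) without integration, with log normalization to 10000, 2000 variable genes (vst), 25 principal components and a resolution of 0.15, which gave 13 clusters. A cluster was named when at least 3 markers of a class were enriched at least 1.5-fold and seen in at least 5% of nuclei, and when its 10 most enriched genes held no more markers of another class than of its own. Where several classes qualified, the one with the strongest enrichment over its marker list was taken, and a cluster of low depth needed a marker of its own class among the top genes. The markers covered 13 classes and were fixed before the data were examined. Of these classes, 7 were found, and no cluster met the rule for pericytes, fibroblasts or meninges, ependymal cells, Schwann cells, lymphocytes or erythroid cells. The microglia-like cluster also held the shared leukocyte gene Ptprc, and the endothelial-like cluster the pericyte gene Rgs5 among its top genes. The comparison set for the top 10 genes was chosen after seeing the data, as all clusters of other candidate classes. Against every other cluster, the top genes of neuron-like cluster 3 held Bnc2 and those of cluster 12 held Dcn, both fibroblast markers, so an alternative left out these 2 clusters. The unnamed cluster (925 and 1507 barcodes) was kept out of all classes.

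UMIs were summed over the nuclei of a class in each library, scaled to the class total (CPM) and compared as a log2 ratio of PF-04457845 over vehicle. Intervals are exact Poisson for sums, exact conditional binomial for ratios and Clopper-Pearson for shares, at 95%, and cover counting error only. A count of 0 was compared against a floor of 3 UMIs, and a share of 0 is given with the limit of 3 counts of its total. With 1 library per group there is no replicate error, so no p-value was computed, no count of changed genes was made, and nuclei were not treated as replicates. Because each library was made from pooled mice, differences between mice cannot be separated from the treatment.

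The 29 gene lists were fixed before the data were examined. List members needed 20 UMIs in the class over both libraries. The median log2 ratio of a list was placed among 10000 random lists of the same size matched within 20 bins of expression. The named genes followed a rule fixed at the same time. The rule took 14 genes named by the study or its drug target. In the neuron-like and oligodendrocyte-like classes it took the 10 highest and 10 lowest genes with at least 200 UMIs, ranked by the interval bound nearest to a ratio of 1. In other classes it took 5 on each side with at least 100 UMIs. It also took up to 2 members at each end of a list with at least 50 UMIs. Hsp90b1, Vcp and the genes of the empty droplets were chosen after their values were seen. For the share of Cnr1-positive nuclei, nuclei were thinned without replacement to 600 UMIs and the 201 vehicle and 103 PF-04457845 neuron-like nuclei below that depth were left out.

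Empty droplets were defined as barcodes with 50 to 250 UMIs and fewer than 200 genes (67793 and 45660 barcodes), a window set after seeing where the UMI totals peaked (141 and 181 UMIs). The UMIs expected in a class from free RNA were the mean load of such a droplet times the number of nuclei, 9.11% and 11.7% of the UMIs of neuron-like nuclei and 16.9% and 24.8% of those of microglia-like nuclei. Scrublet in scanpy 1.11.5 called 3 of 6951 and 0 of 4123 barcodes as doublets, too few for the calls to be of use, so the highest 5% of scores were left out as a further alternative. Coordinates come from GENCODE M21 on mm10, to which 32235 of 32285 gene IDs matched. Other work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

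The procedure was tested on simulated data in which true ratios were known. In the simulated neuron-like class 95.8% of the intervals held the true log2 ratio, and in the oligodendrocyte-like and microglia-like classes 94.9% and 96.0%. All 20, 20 and 10 genes named by the rule were changed in the simulation. The simulated changes were log2 ratios of 1 or 2 in either direction. The simulated counts held counting error only, with no difference between mice, preparations, free RNA or cell mix. These results therefore test the counting steps and not whether a named gene differs because of the treatment. Of lists with no simulated shift, 2 of 28, 1 of 28 and 2 of 24 fell outside the central 95%. Thinning to 600 UMIs gave 5.78% and 5.96% positive nuclei at depths of 700 and 2800 UMIs, against 6.63% and 24.4% without thinning.

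Alternatives fixed before the data were examined were no upper limit on genes, a mitochondrial limit of 5%, at least 500 genes, barcodes called by rank (at least 0.1 of the 99th percentile of the UMIs of the 3000 deepest), a resolution of 0.5, separate clustering of the libraries, removal of Scrublet calls, scaling by the median log2 ratio, equal weight for each nucleus, other minimum counts for lists, and unthinned nuclei. Alternatives added after seeing the data were the rank rule without an upper limit on genes, removal of the top 5% of Scrublet scores, subtraction of the empty-droplet expectation, neurons without clusters 3 and 12, and shares of all filtered barcodes. The raw reads and the study's own cluster labels were not among the files, so neither was used.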

Results

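RNA was sequenced from single nuclei of mouse spinal cord, taken at the age of 16 weeks from animals transgenic for mutant human SOD1, a model of amyotrophic lateral sclerosis (ALS). Per the study's methods, the transgenic line was kept by crossing its males to B6/SJL F1 females, and the genotype of each pool beyond the transgene is not given. The mice received chow with PF-04457845 at 1 mg/kg/day from week 8, or vehicle as the labels put it, while the study describes the comparison animals as untreated and on plain chow. PF-04457845 inhibits fatty acid amide hydrolase (FAAH), the enzyme that breaks down anandamide and related fatty acid amides. Spinal cords of 4 mice were pooled for each library, and each treatment was 1 library, so there were no replicates and no difference between the treatments was tested. All intervals are 95% intervals and cover counting error only. Expression is given as CPM, the UMIs of a gene scaled to the UMI total of its cell class, and log2 ratios are PF-04457845 over vehicle. Genes named at the ends of a gene list held at least 50 UMIs.

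The vehicle library held 28616009 UMIs and the PF-04457845 library held 17968118 UMIs. The filter left 6951 barcodes in the vehicle library and 4123 in the PF-04457845 library, with medians of 828 and 568 UMIs. Empty droplets held 36.0% of the UMIs of the vehicle library and 47.2% of those of the PF-04457845 library, so free RNA was a larger part of the PF-04457845 library.

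The first comparison asked which cell classes each library held. Neuron-like and oligodendrocyte-like nuclei were the 2 most frequent classes in both libraries. Among nuclei in named clusters, neuron-like nuclei made up 35.3% (34.1 to 36.6%) of the vehicle library and 47.6% (45.7 to 49.5%) of the PF-04457845 library. Oligodendrocyte-like nuclei, the myelin-forming class, made up 45.8% (44.5 to 47.0%) and 39.0% (37.2 to 40.9%). Microglia-like nuclei, the resident immune class, made up 5.99% (5.40 to 6.62%) in the vehicle library and 3.096% (2.47 to 3.83%) in the PF-04457845 library. Oligodendrocyte precursor (OPC)-like nuclei made up 7.40% (6.75 to 8.09%) and 5.39% (4.56 to 6.33%), and astrocyte-like nuclei 0.913% (0.688 to 1.19%) and 0.535% (0.293 to 0.896%).

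The neuron result depended on 1 cluster that no marker list named, which held 13.3% (12.5 to 14.1%) of the filtered vehicle barcodes and 36.6% (35.1 to 38.0%) of the filtered PF-04457845 barcodes. Counted over all filtered barcodes, neuron-like nuclei made up 30.6% (29.6 to 31.7%) and 30.2% (28.8 to 31.6%), so the higher neuron share in the PF-04457845 library was absent, while oligodendrocyte-like nuclei (39.7% and 24.8%) and microglia-like nuclei (5.19% and 1.965%) stayed lower in that library. The unnamed barcodes were shallow, with medians of 310 and 325 UMIs, and their profile correlated with that of the empty droplets of the same library (Pearson's r across 10974 genes 0.962 and 0.976, genes not being independent replicates). Neuron-like nuclei gave 0.922 and 0.949, so the correlation alone does not mark the unnamed barcodes as empty. Markers of neurons (2.05 and 1.80 times the droplet expectation), oligodendrocytes (2.01 and 1.92), microglia (2.11 and 1.67) and astrocytes (1.88 and 1.79) were all near the multiple of their total UMIs (2.12 and 1.86), which is the makeup of free RNA at a higher load rather than of nuclei of 1 class.

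**Figure D1:**
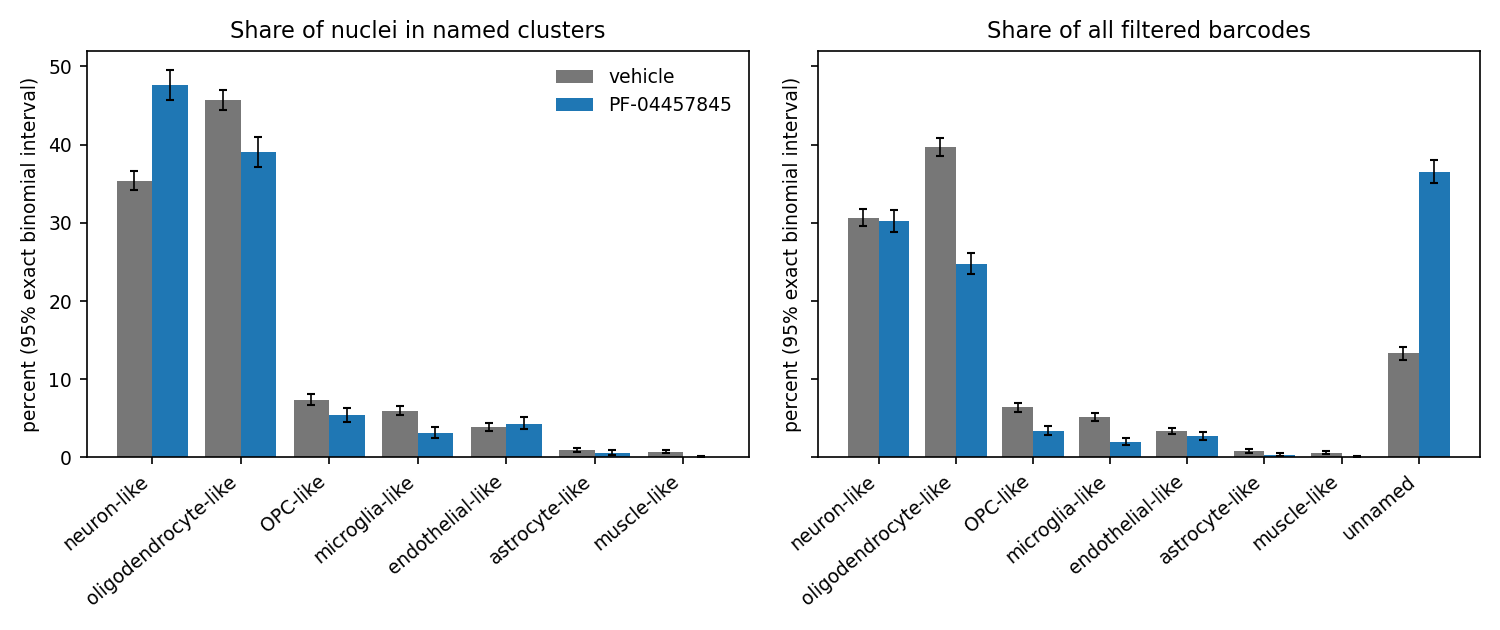
Bars give the percent of nuclei per cell class (y axis) for the vehicle (grey) and PF-04457845 (blue) libraries, among nuclei in named clusters on the left and among all filtered barcodes on the right, and error bars are 95% exact binomial intervals. The neuron-like bars differ on the left (35.3% and 47.6%) and not on the right (30.6% and 30.2%), where the unnamed cluster holds 13.3% and 36.6%.

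The comparison within the neuron-like class asked which neuronal transcripts differed between the libraries, since neurons carry the cannabinoid receptor CB1, which anandamide activates. The class held 2130 vehicle nuclei with 3557688 UMIs and 1245 PF-04457845 nuclei with 1969204 UMIs. Tshz3, a zinc finger transcription factor of neural development, was higher in the PF-04457845 library, at 587 CPM (553 to 621) against 238 (222 to 254) in the vehicle library (log2 ratio 1.30, 1.17 to 1.43). Cyfip1, a subunit of the actin-regulating WAVE complex and a partner of the fragile X protein FMRP, was at 210 (191 to 231) against 99.8 (89.7 to 111) CPM (log2 ratio 1.08, 0.87 to 1.28). Ppp3r1, the regulatory subunit of the phosphatase calcineurin, was at 301 (277 to 326) against 173 (159 to 187) CPM (log2 ratio 0.80, 0.64 to 0.97). The study chose these 3 genes on these samples, so their direction here, and the place of their median among random lists (1.08, percentile 100), is not independent evidence.

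In the mm10 build, Tshz3 (ENSMUSG00000021217) lies on the plus strand of chromosome 7 from 36698118 to 36773553, Cyfip1 (ENSMUSG00000030447) on the plus strand of chromosome 7 from 55841745 to 55932602, and Ppp3r1 (ENSMUSG00000033953) on the plus strand of chromosome 11 from 17159263 to 17200375. Tshz3 was higher in 6 of 6 neuron-like clusters of the PF-04457845 library, with an interval above 0 in 5, and the other cluster held 2 vehicle and 3 PF-04457845 UMIs. The same genes were also higher outside neurons. In oligodendrocyte-like nuclei the log2 ratio was 1.06 (0.50 to 1.61) for Tshz3, 0.75 (0.29 to 1.21) for Ppp3r1 and 0.65 (0.33 to 0.96) for Cyfip1. In the empty droplets it was 0.60 (0.46 to 0.73) for Tshz3, 0.66 (0.55 to 0.78) for Ppp3r1 and 0.11 (-0.04 to 0.26) for Cyfip1. Against the UMIs that the empty droplets of the same library predict, neuron-like nuclei held 32.5 (vehicle) and 41.2 (PF-04457845) times as many Tshz3 UMIs, while oligodendrocyte-like nuclei held only 2.17 and 2.04 times as many, closer to the 1.35 and 1.38 times of the neuron markers in that class. Ppp3r1 in that class was at 2.74 and 2.00 times, and Cyfip1 at 8.07 and 8.01 times. Tshz3 was further above the droplet expectation in OPC-like nuclei (9.18 and 25.2 times) and, in the PF-04457845 library, in microglia-like nuclei (1.81 and 7.12 times), so its signal outside neurons is not all background.

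The 10 genes with the strongest higher values in the neuron-like class included 3 long noncoding RNAs, Gm48099 (ENSMUSG00000114304, log2 ratio 1.72, 1.61 to 1.83), 2900097C17Rik (1.07, 0.88 to 1.26) and Gm19951 (0.96, 0.84 to 1.07). Ubqln2, a shuttle of ubiquitinated proteins to the proteasome that is mutated in an X-linked form of ALS (ENSMUSG00000050148, chromosome X, 153498227 to 153501570, plus strand), had a log2 ratio of 1.00 (0.76 to 1.24). Atg4a, a protease of autophagosome formation, had a log2 ratio of 0.89 (0.67 to 1.10). Mid1, a microtubule-bound ubiquitin ligase, was at 68.6 against 24.5 CPM (log2 ratio 1.49, 1.09 to 1.89). The list was completed by Tshz3, Cyfip1, Tspyl1 (1.30, 1.01 to 1.60) and AC149090.1 (1.30, 1.11 to 1.50), which the annotation places on an unplaced scaffold.

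The 10 strongest lower values were mixed in function. Hspa5, the chaperone BiP of the endoplasmic reticulum (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547, plus strand), was at 130 (114 to 146) CPM in the PF-04457845 library against 242 (226 to 259) in the vehicle library (log2 ratio -0.90, -1.11 to -0.70), with a log2 ratio of -0.01 in the empty droplets. Scg3, a granin of secretory granules, had a log2 ratio of -0.92 (-1.19 to -0.66), and Exoc1, a subunit of the exocyst, of -1.10 (-1.33 to -0.89). Thy1, a surface glycoprotein of neurons, was at -1.05 (-1.40 to -0.70). C1ql3, a secreted synaptic adhesion protein, was at -0.91 (-1.12 to -0.70), a difference that ended (0.01) when only the deepest barcodes entered and no upper limit on genes was set. Gapdh, the glycolytic dehydrogenase, was at -1.36 (-1.78 to -0.96), Pdzrn3, a ubiquitin ligase, at -1.32 (-1.82 to -0.85), Hhipl1 at -1.03 (-1.41 to -0.66) and the noncoding transcript Gm17167 at -1.76 (-2.22 to -1.32). Ptgds, the prostaglandin D synthase that oligodendrocytes express strongly, was at -1.72 (-2.22 to -1.26), and its log2 ratio in the empty droplets was -1.48.

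The synaptic lists showed no common direction in neuron-like nuclei. Of 32 presynaptic genes, 17 were above and 15 below a log2 ratio of 0, with a median of 0.03 at percentile 94.1 of 10000 random lists matched on expression, a percentile given as a description of these libraries. The synaptic vesicle proteins Sv2c (-0.77, -0.95 to -0.59) and Sv2a (-0.50, -0.66 to -0.35) were lower in the PF-04457845 library, whereas complexin Cplx2 (0.49, 0.33 to 0.66) and synaptobrevin Vamp2 (0.41, 0.06 to 0.77) were higher. Of 37 postsynaptic genes, 22 were above 0 and 15 below (median 0.05, at the upper end, 0.05, of the central 95% of random lists). Camk2a, the calcium/calmodulin-dependent kinase of excitatory synapses (0.40, 0.26 to 0.53), and Syngap1 (0.41, 0.10 to 0.71) were higher, and the glycine receptor subunit Glra1 (-0.39, -0.53 to -0.25) and Lrrtm3 (-0.37, -0.52 to -0.23) were lower. The presynaptic median was -0.04 with no upper limit on genes per nucleus, so it has no direction that holds under that setting.

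Of 49 genes of axon guidance and outgrowth, 21 were above and 28 below 0 (median -0.05, percentile 45.2), with the receptors Nrp2 (-0.66, -0.97 to -0.36) and Epha7 (0.35, 0.02 to 0.68) on opposite sides. The calcineurin and CaM kinase list (12 of 19 above 0, median 0.11, percentile 98.98) was led by Ppp3r1 and by the kinase Camk1d (0.64, 0.62 to 0.66), but in the empty droplets Ppp3r1 (0.66) and Camk1d (0.86) were higher too and Camk1d is also in the preparation-linked quality list. Nfatc2, a transcription factor that calcineurin activates, was lower (-0.36, -0.66 to -0.06). In the list of the WAVE complex and FMRP, 10 of 15 genes were above 0 (median 0.08, percentile 91.5), with Cyfip1 and the WAVE subunit Brk1 (0.66, 0.27 to 1.05) highest. Of 9 measured motor neuron genes, 3 were above 0 (median -0.17, percentile 17.6), and the heavy neurofilament gene Nefh was lower (-0.49, -0.73 to -0.25).

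Transcripts that respond to activity or stress differed in opposite directions. Of 13 immediate early genes, 11 were above 0 (median 0.27, percentile 98.2), with Jund (0.66, 0.46 to 0.86) and Jun (0.66, 0.07 to 1.24) highest. Of 26 genes of the unfolded protein and heat shock response, 19 were below 0 (median -0.29, percentile 0.09), among them Hspa5 and Xbp1 (-0.89, -1.77 to -0.09), whereas Atf4, the transcription factor of the integrated stress response, was higher (1.14, 0.68 to 1.60). Of 60 nuclear genes of the respiratory chain, 47 were below 0 (median -0.32, percentile 0), with Cox5b (-1.01, -1.81 to -0.28) and Ndufa13 (-0.99, -1.93 to -0.15) lowest. All 13 mitochondrially encoded genes were above 0 (median 0.55, percentile 100), from mt-Nd4l (0.07, -0.53 to 0.65) to mt-Atp8 (1.10, 0.60 to 1.61). The median mitochondrial share of neuron-like nuclei was 0.242% in the vehicle library and 0.410% in the PF-04457845 library.

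Ribosomal protein genes in neuron-like nuclei showed no common direction (31 of 56 above 0, median 0.03, percentile 90.6). The list of transcripts linked to ribosomal RNA and to sample preparation, which serves as a quality measure, was shifted (7 of 9 above 0, median 0.23, percentile 99.7), with Camk1d and Cdk8 (0.59, 0.55 to 0.63) highest. Its most abundant member, Gm42418, which overlaps ribosomal RNA sequence, took 9.86% of the neuron-like UMIs in the vehicle library and 9.37% in the PF-04457845 library. The 4 measured sex-linked genes were the Y-linked Uty, Kdm5d, Ddx3y and Eif2s3y, with log2 ratios of -0.05 to 0.49 (median 0.22, percentile 93.8). The mix of neuron-like clusters differed too, since a small cluster led by injury and stress genes such as Tnfrsf12a and Atf3 held 17 vehicle and 32 PF-04457845 nuclei.

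**Figure D2:**
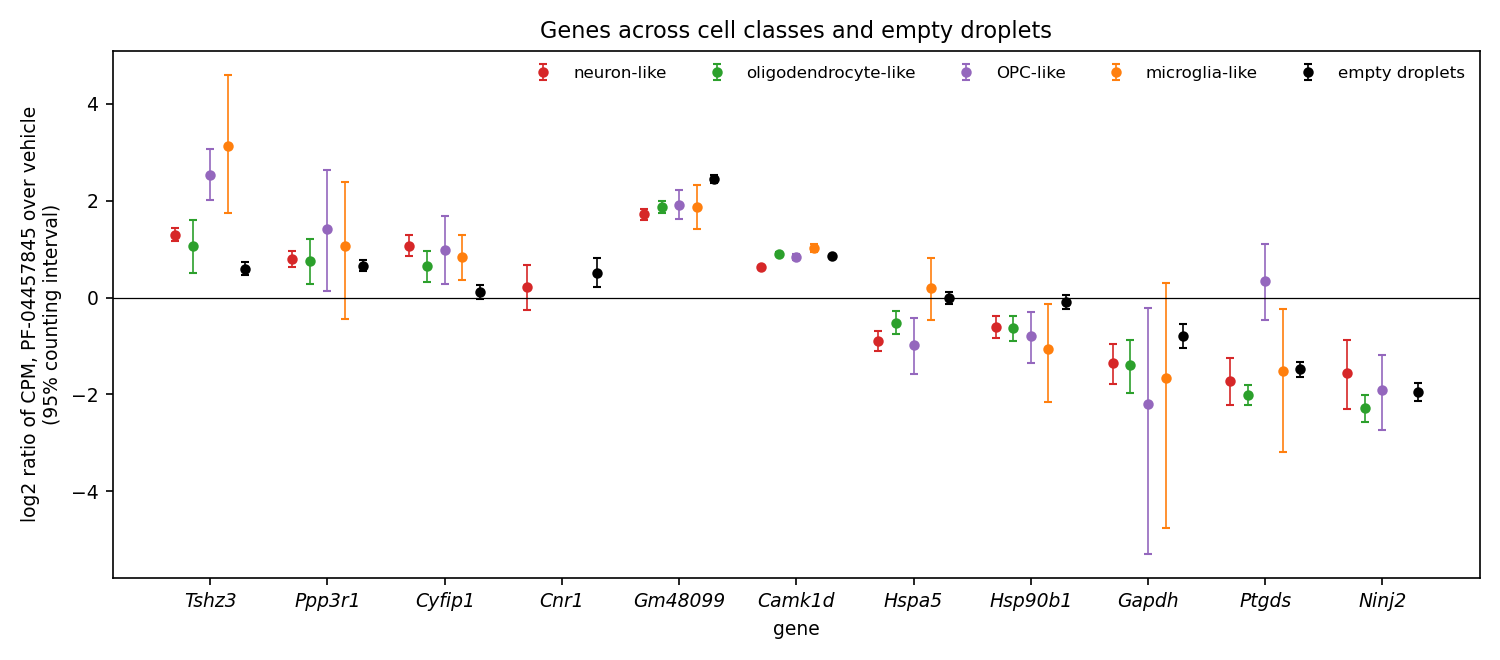
Points give the log2 ratio of CPM, PF-04457845 over vehicle (y axis), for 11 genes (x axis) in 4 cell classes and in the empty droplets, with 95% counting intervals, drawn where a class held at least 20 UMIs over both libraries and at least 1 in each. Tshz3 lies above 0 in every class drawn, from 1.06 in oligodendrocyte-like to 3.13 in microglia-like nuclei, and Hspa5 lies below 0 in neuron-like, oligodendrocyte-like and OPC-like nuclei but at -0.01 in the empty droplets.

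The next comparison asked whether the neurons that carry the CB1 receptor differed in number. Thinned to 600 UMIs per nucleus, 38 of 1929 neuron-like vehicle nuclei (1.97%, 1.40 to 2.69%) and 27 of 1142 PF-04457845 nuclei (2.36%, 1.56 to 3.42%) held Cnr1, the CB1 gene (ENSMUSG00000044288, chromosome 4, 33924593 to 33948831, plus strand). The intervals overlapped, so a difference was not detectable at this depth. Before thinning the shares were 4.65% (3.79 to 5.63%) and 4.98% (3.84 to 6.34%), at median depths of 1395 and 1316 UMIs. Oligodendrocyte-like nuclei, taken as background, gave 0.326% and 0.490% at median depths of 809 and 762 UMIs, and 0.221% and 0.458% after thinning. The summed Cnr1 signal in neuron-like nuclei was 29.8 (24.4 to 36.0) CPM in the vehicle library and 34.5 (26.8 to 43.8) in the PF-04457845 library (log2 ratio 0.21, -0.25 to 0.67).

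Cnr2, the gene of the CB2 receptor, was seen in 3 of 2130 neuron-like vehicle nuclei and in 0 of 1245 PF-04457845 nuclei, which allows a share of nuclei with a UMI of up to 0.241% (3 counts of the total). Faah, the target of the inhibitor (ENSMUSG00000034171, chromosome 4, 115967145 to 116017926, minus strand), did not differ beyond counting error in neuron-like nuclei (log2 ratio -0.09, -0.51 to 0.32). Over the endocannabinoid list, 8 of 15 measured genes were above 0 (median 0.02, percentile 70.8), and the monoacylglycerol lipase Abhd6 (-0.59, -1.04 to -0.15) and the amidase Naaa (0.92, 0.28 to 1.57) stood at its ends. The motor neuron enzyme gene Chat had 19 and 7 UMIs (-0.59, -2.08 to 0.73), too few to compare. Sod1 was slightly lower in neuron-like nuclei (-0.24, -0.36 to -0.12). The reference was mm10, so this value is for the mouse gene and is not a measure of the human SOD1 transgene. Whether reads of the transgene entered its count is not known.

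The comparison within the oligodendrocyte-like class asked how myelin and oligodendrocyte differentiation transcripts differed. The class held 2757 vehicle nuclei with 3209541 UMIs and 1021 PF-04457845 nuclei with 991670 UMIs. Of 31 genes of compact myelin and mature oligodendrocytes, 26 were lower in the PF-04457845 library (median -0.35, percentile 0). The same list was lower in the empty droplets (30 of 31 below 0, median -0.46), so the difference is not specific to nuclei, although its members were at 13.9 times the droplet expectation or more in this class and subtraction left a median of -0.26. The lowest of the list in nuclei were Gjc3, the connexin 29 gene of oligodendrocytes (-0.98, -1.25 to -0.72), and Opalin, a membrane protein of mature oligodendrocytes (-0.92, -1.28 to -0.57), while Mag, the myelin-associated glycoprotein (0.19, 0.11 to 0.27), and Apod, a lipid-binding apolipoprotein (0.25, 0.15 to 0.35), were higher. The OPC program was higher in oligodendrocyte-like (15 of 21 above 0, median 0.38, percentile 100) and in microglia-like nuclei (11 of 14, median 0.65, percentile 100), and as it holds the neuron marker Snhg11 and neuron markers were higher in both classes, it is not read as an OPC state. Of 20 differentiation genes, 18 were below 0 (median -0.20, percentile 6.96), with Bcas1, a marker of newly myelinating cells, lowest (-0.51, -0.69 to -0.33) and the transcription factor Nkx2-2 highest (0.54, 0.18 to 0.88). Sox10, the lineage transcription factor, was at -0.18 (-0.43 to 0.07).

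Of 20 cholesterol synthesis genes, 17 were below 0 (median -0.37, percentile 0.14), among them lanosterol synthase Lss (-1.41, -2.68 to -0.36) and farnesyl diphosphate synthase Fdps (-0.80, -1.67 to -0.02). The cytoskeleton list had no common direction (14 of 37 above 0, median -0.10, percentile 51.2), since Pak7 (-0.73, -0.90 to -0.57) and Tubb4a, a tubulin of myelinating cells (-0.68, -0.82 to -0.54), were lower and Daam2, a formin-related Wnt signaling protein (0.58, 0.47 to 0.68), was higher. The list of disease-associated oligodendrocytes was mostly above 0 (11 of 16, median 0.14, percentile 95.2), led by the noncoding RNA Snhg11 (0.63, 0.45 to 0.80), which is also a neuron marker here, whereas Cd63 was lower (-0.48, -0.90 to -0.07).

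The heat shock and unfolded protein list was lower in this class as in neurons (22 of 28 below 0, median -0.37, percentile 0.02). Hspa1a, the inducible heat shock protein 70, had 63 UMIs in the vehicle and 2 in the PF-04457845 library (-3.28, -6.36 to -1.37). The nuclear respiratory chain genes were lower (48 of 59 below 0, median -0.38, percentile 0), and the ribosomal protein genes too (45 of 56, median -0.20, percentile 0.35). Presynaptic (27 of 32, median 0.37, percentile 100) and postsynaptic genes (31 of 37, median 0.44, percentile 100) were higher in these glial nuclei, and the neuron markers were higher there as well (summed log2 ratio 0.62, 0.56 to 0.68) at 1.35 and 1.38 times the empty-droplet expectation. The synaptic UMIs themselves were at 3.35 and 2.63 times that expectation, more than the marker load accounts for. The list linked to ribosomal RNA and preparation was also higher (8 of 9, median 0.65, percentile 100).

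Among single genes of the oligodendrocyte-like class, Ninj2, an adhesion molecule, was at 112 (92.1 to 135) CPM in the PF-04457845 library and 544 (519 to 570) in the vehicle library (log2 ratio -2.28, -2.57 to -2.004). Ptgds (-2.01, -2.22 to -1.81), the transcription factor Zbtb16 (-1.45, -1.71 to -1.20), Gapdh (-1.40, -1.98 to -0.87), the lipid scramblase Serinc5 (-1.22, -1.65 to -0.82) and the glutamate receptor Grm3 (-1.14, -1.34 to -0.95) were also lower, as were Chst8, Cntn3 and Pex5l, at -1.07 to -0.83. In the empty droplets, Ninj2 (-1.95) and Ptgds (-1.48) were lower as well. Camk1d (36338 vehicle and 21057 PF-04457845 UMIs, 0.91, 0.88 to 0.93), the Mediator kinase Cdk8 (0.99, 0.95 to 1.03), the kainate receptor Grik1 (1.07, 0.86 to 1.29) and Tox3 (1.54, 1.12 to 1.95) were higher, with Gm48099 (1.88), D130043K22Rik (1.89), Gm33594 (1.33), Gm19951 (1.30) and Gm47283 (1.01).

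The ferritin light chain pair split in opposite directions. Ftl1 (ENSMUSG00000050708) had 99 vehicle and 112 PF-04457845 UMIs (1.87, 1.47 to 2.28), whereas the related Ftl1-ps1 had 347 and 4 UMIs (-4.74, -6.63 to -3.38), and the sum of both had a log2 ratio of -0.25 (-0.56 to 0.05). The pair is similar in sequence, so the assignment of reads between its members is uncertain and the ratio of either gene alone is not given weight. The mice came from crosses to B6/SJL F1 females, and whether the pools differ in sequence at this pair was not tested.

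The comparison within the microglia-like class asked whether inflammatory, migratory and lipid-handling transcripts differed. The class held 361 vehicle nuclei with 325391 UMIs and 81 PF-04457845 nuclei with 60548 UMIs, and the median log2 ratio of its 553 measured genes was -0.21, to which the values below are to be compared. Genes of homeostatic microglia were lower in the PF-04457845 library (19 of 23 below 0, median -0.57, percentile 0.105), among them the transcription factor Mef2c (-1.34, -2.08 to -0.69) and the purinergic receptor P2ry12 (-1.38, -3.31 to 0.05), while the fractalkine receptor Cx3cr1 was higher (0.38, 0.01 to 0.73). Genes of leukocyte migration were lower (24 of 30, median -0.44, percentile 0.45), with the integrin Itgam at 66 and 3 UMIs (-2.03, -4.35 to -0.42) and Dock8 at -0.97 (-1.71 to -0.30). The homeostatic list was also lower in OPC-like nuclei (6 of 10 below 0, median -0.65, percentile 0.37). It was at -0.48 (percentile 5.7) in endothelial-like, -0.155 (percentile 17.3) in neuron-like and -0.18 (percentile 17.4) in oligodendrocyte-like nuclei. The lower value of the homeostatic list is therefore not specific to microglia-like nuclei. In microglia-like nuclei under the alternative settings, the homeostatic median ran from -0.92 to -0.27 and the migration median reached -0.998. Free RNA was expected to make up 16.9% of the UMIs of this class in the vehicle library and 24.8% in the PF-04457845 library. A larger foreign share lowers the CPM of the class's own genes. The microglial lists here and below are not corrected for it, and the mean droplet load was subtracted only as an alternative.

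Genes of disease-associated microglia were lower too (18 of 23, median -0.50, or -0.51 with the member at 0 UMIs in 1 library set to the floor, percentile 0.700). They included the lipid receptor Trem2 with 61 and 4 UMIs (-1.50, -3.43 to -0.07) and the lysosomal protease Ctsb (-0.91, -1.36 to -0.48). The same list was lower in neuron-like (median -0.32, percentile 0.5), oligodendrocyte-like (-0.37, percentile 0.16) and OPC-like nuclei (-0.48, percentile 0.825). In endothelial-like nuclei it was at -0.04 (percentile 56.5). The lower value of this list is therefore not specific to microglia-like nuclei. In microglia-like nuclei Lpl, lipoprotein lipase (ENSMUSG00000015568), had 111 and 10 UMIs (-1.05, -2.15 to -0.11). All 5 measured inflammatory genes were below 0 (median -0.78, percentile 3.59), among them Irf8, the interferon regulatory factor that drives reactive microglia (-2.17, -4.08 to -0.77), and the costimulatory gene Cd86 with 37 and 4 UMIs (-0.78, -2.73 to 0.69). In microglia-like nuclei the scavenger receptor gene Cd36 had 0 UMIs in both libraries, which allows up to 3 counts of their 325391 and 60548 UMIs. Aif1, the gene of IBA1, had 48 and 6 UMIs there (-0.57, -2.09 to 0.65). Of 11 lipoprotein metabolism genes, 4 were above 0 (median -0.41, percentile 12.1), with the cholesterol exporter Abca1 at 0.55 (0.00 to 1.07). The list of alternative activation had 2 measured members in this class. Over the filtered barcodes of all classes, with the unnamed cluster included, 4 of its 10 were above 0 (median -0.13, percentile 43.8).

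Synaptic genes were higher in the microglia-like class, with 17 of 22 presynaptic (median 0.48, percentile 100) and 22 of 26 postsynaptic genes (median 0.64, percentile 100) above 0, led by the synaptic adhesion genes Lrrtm4 (1.36, 0.87 to 1.84) and Nrxn1 (0.83, 0.38 to 1.26). Of 11 neuron markers not in these lists, the summed UMIs were higher as well (log2 ratio 1.02, 0.86 to 1.18), at 1.67 and 2.25 times the number expected from empty droplets. The presynaptic median was 0.16 with each nucleus weighted alike and 0.08 in the deepest barcodes with no upper limit on genes, where the postsynaptic median was 0.13. Genes named by their size of difference were Rps8 (103 and 3 UMIs, -2.68, -4.98 to -1.09), the adhesion phosphatase Ptprm (188 and 9 UMIs) and the proton pump subunit Atp6v0a1 (-1.95, -3.61 to -0.68) on the lower side. On the higher side stood Gm48099 (1.88), Cdk8 (1.12), Nav2 (1.71) and the neuronal genes Dpp6 (1.68) and Rbfox1 (1.36). Dpp6 (1.48 and 2.77 times the droplet expectation) and Rbfox1 (1.44 and 2.33 times) were near the neuron marker load, and Nav2 was well above it (10.0 and 17.4 times). Rbfox1 is itself among the 11 markers that set this load, so its closeness to the load is partly built in. Ribosomal protein genes were lower (26 of 34 below 0, median -0.66, percentile 0.285). The quality list linked to ribosomal RNA and preparation was higher in this class too (8 of 9 above 0, median 0.52, percentile 98.47), and Gm42418 took 12.9% of its UMIs in the vehicle and 15.2% in the PF-04457845 library.

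**Figure D3:**
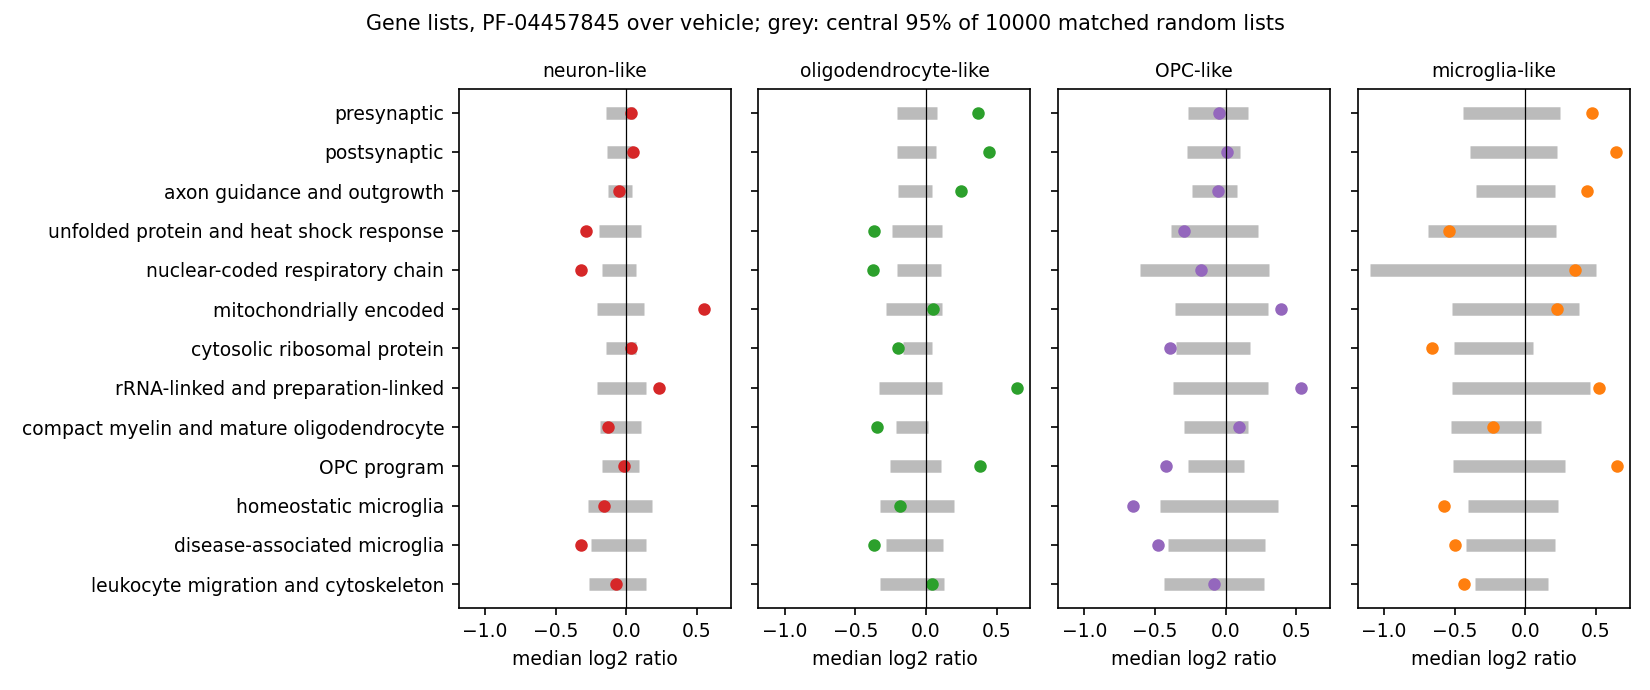
Points give the median log2 ratio, PF-04457845 over vehicle (x axis), of 13 gene lists (y axis) in 4 cell classes, and grey bars span the central 95% of 10000 random lists matched on expression. The unfolded protein and heat shock list lies at -0.29 in neuron-like and -0.37 in oligodendrocyte-like nuclei, left of the grey bars, and the synaptic lists lie right of them in oligodendrocyte-like and microglia-like nuclei.

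The comparison of astrocyte transcripts rested on 55 vehicle and 14 PF-04457845 nuclei. Gfap, the intermediate filament of reactive astrocytes, had 45 and 18 UMIs in astrocyte-like nuclei (log2 ratio 1.04, 0.17 to 1.86), and its direction turned under a mitochondrial limit of 5% (-0.19) and when the barcodes that Scrublet called were left out (-1.01). Scrublet called only 3 vehicle and 0 PF-04457845 barcodes, and each setting was clustered anew. The second turn is therefore not read as an effect of doublets, and the class membership of few nuclei can differ between settings. Over all filtered barcodes, with the unnamed cluster included, Gfap was at 30.2 (26.6 to 34.3) CPM in the vehicle and 25.1 (20.3 to 30.7) in the PF-04457845 library (-0.27, -0.62 to 0.08). Astrocyte-like nuclei made up 0.791% and 0.340% of these barcodes, so such sums mix cell makeup and free RNA with expression. Of 15 homeostatic astrocyte genes, 14 were below 0 within the class, but their median of -0.73 (percentile 7.76) lay inside the central 95% of random lists, with Gpc5 (-1.83, -3.31 to -0.66) and the glutamate transporter Slc1a2 (-0.80, -1.48 to -0.19) lowest. Only 2 reactive astrocyte genes were measured in the class, and over all filtered barcodes 5 of 19 were above 0 (median -0.39, percentile 0.555). The homeostatic astrocyte list was lower there as well (8 of 26 above 0, median -0.50, percentile 0), so the value over all filtered barcodes is not specific to reactive genes.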

Values the study reported

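The study reported that 4,869 nuclei passed its quality filter. It reported 6 major cell types from its clustering of the spinal cord nuclei. Its text gives a mean of 50,000 reads per cell.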

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

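The subtraction of droplet UMIs from the 10 higher neuron genes, the load-scaled subtraction, the doublet trimming and the chromosome-stretch test were chosen after the results were seen, and the other tests before. A value is listed here because it was large in a part of the libraries that no planned comparison covered. The long noncoding RNA Gm48099 had a log2 ratio of 2.45 (2.38 to 2.53) in the empty droplets, more than in any class of nuclei. Empty droplets held 47.2% of all UMIs of the PF-04457845 library, more than in the vehicle library. The unnamed cluster held 36.6% of the filtered barcodes of the PF-04457845 library, against 13.3% in the vehicle library.

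The first pattern is the set of 10 genes higher in the neuron-like class, with a median log2 ratio of 1.19. Their median in the empty droplets was 0.66, which met the bound of 0.5 of the neuron median set beforehand for free RNA as the cause, but that bound compares ratios and leaves out how few UMIs free RNA brings to these nuclei. Subtracting the UMIs expected from the droplets, a test that replaced it, left a median of 1.25 (lowest gene 0.91), and 1.33 with the load scaled to the marker background. The droplet median was below the neuron median, so subtraction tends to raise the median whatever the cause. The 10 genes were also picked as the highest in these nuclei, so this subtraction cannot decide whether free RNA contributed. The same genes had a median of 1.01 in the oligodendrocyte-like class, 1.02 in OPC-like, 0.83 in microglia-like and 1.00 in endothelial-like nuclei, and the 7 of them that exceeded 3 times the droplet expectation in oligodendrocyte-like nuclei had a median of 1.03. A shift shared by these classes, as a difference between the pools of mice or preparations could give, is in line with these values, and an effect of PF-04457845 on all classes stays open and untested because each group is 1 library.

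The second pattern is the higher synaptic lists in the microglia-like class, with a log2 ratio of 0.54 (0.44 to 0.64) for the summed UMIs (3957 and 1073). Subtraction of the mean droplet load left 0.67 (0.50 to 0.84), a result set beforehand to speak against RNA from neurons, but neuron markers absent from the lists were at 1.67 and 2.25 times that load in this class, so the mean load is too low for neuronal RNA. With the load scaled to those markers, it accounts for 69.1% and 94.2% of the synaptic UMIs and the remaining log2 ratio is -1.16, given without an interval. That value lies further from 0 than the 0.54 to be explained, in the other direction. The markers had a log2 ratio of 1.02, above that of the synaptic UMIs, so this scaling lowers the synaptic ratio whatever the cause. It therefore cannot decide whether neuronal RNA is a source of the difference. A higher load of free RNA of every kind is not what the values show, since in the same nuclei oligodendrocyte markers were at 3.80 and 2.95 times and astrocyte markers at 3.86 and 2.91 times the mean load, so the scaling holds only if neuronal RNA entered apart from the rest, and a difference in the microglia themselves after PF-04457845 stays open and untested. Without the 37 and 9 barcodes of highest synaptic share the log2 ratio was 0.47 (0.36 to 0.59). This trim took the same fraction of each library, and the doublet rate of the libraries is unknown. It therefore cannot exclude that barcodes that also hold a neuron contribute to the difference.

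The third pattern is Tshz3 in the neuron-like class. With each neuron-like cluster at its vehicle weight the log2 ratio was 1.33 (1.20 to 1.45), so the mix of these 6 clusters does not account for it. After subtraction of the droplet expectation it was 1.35 (1.22 to 1.48). The droplet ratio of Tshz3 (0.60) was below its neuron ratio, so subtraction raises the value whatever the cause. Neuron-like nuclei held 32.5 and 41.2 times the Tshz3 UMIs expected from droplets, so free RNA at that load is too little to account for the ratio. A different mix of neuron types within a cluster was not tested. A stretch of chromosome 7 that differs between the pools of mice was weighed through the 121 genes within 15 Mb, whose median absolute log2 ratio of 0.20 stood at percentile 57.0 of windows elsewhere. From this value, a difference at Tshz3 that comes from the mice and one that comes from the inhibitor cannot be told apart.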

How the results depend on the processing

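The alternatives added after the data were seen were the rank rule without an upper limit on genes, the highest 5% of Scrublet scores left out, the droplet expectation subtracted, neuron clusters 3 and 12 left out and the share of all filtered barcodes. Of 251 alternative values of the 22 main results, 220 stayed, 30 moved and 1 reversed, and of 1326 values of the other 109 results, 1178 stayed, 144 moved and 4 reversed. The cause of these differences was not tested. Over 13 alternatives the neuron log2 ratio was 1.17 to 1.62 for Tshz3, 0.75 to 0.95 for Ppp3r1 and 0.89 to 1.15 for Cyfip1, and 964 of 971 values of named genes kept their direction. The other 7 are 4 reversed values of C1ql3, Gfap and Gm42418 given below and 3 values of Faah and Cd86, whose main intervals held 0 and so gave no direction to reverse. Most of the named genes were picked as the strongest in the main setting, and the alternatives draw on the same 2 libraries. A kept direction was therefore likely beforehand, and its count is not independent support for these genes. Shares are given as the ratio of PF-04457845 over vehicle, where the main values were 1.35 for neuron-like, 0.853 for oligodendrocyte-like, 0.728 for OPC-like and 0.517 for microglia-like nuclei. Over all filtered barcodes they were 0.985 (reversed) for neuron-like, 0.624 for oligodendrocyte-like, 0.533 for OPC-like and 0.378 for microglia-like nuclei. With at least 500 genes, 3690 vehicle and 1630 PF-04457845 nuclei remained, and the ratios were 0.719 for oligodendrocyte-like and 0.309 for microglia-like nuclei. With barcodes called by rank, 1575 and 1488 nuclei remained, and the ratios were 1.20 for neuron-like, 0.778 for oligodendrocyte-like and 0.380 for microglia-like nuclei, with Tshz3 at 1.17. With that rule and no upper limit on genes, 2123 and 1615 nuclei remained, and the ratios were 1.06 for neuron-like and 0.909 for oligodendrocyte-like nuclei. In microglia-like nuclei that setting gave -0.92 for the homeostatic, -0.998 for the migration, 0.0831 for the presynaptic and 0.13 for the postsynaptic list, and in neuron-like nuclei C1ql3 reversed to 0.0142. With no upper limit alone, the neuron ratio was 1.26 and the presynaptic list of neuron-like nuclei was at -0.0364. With a mitochondrial limit of 5% the neuron ratio was 1.52 and Gfap in astrocyte-like nuclei reversed to -0.19. With the 3 Scrublet calls left out and the rest clustered anew, Gfap (-1.01) and Gm42418 (-0.20) reversed in astrocyte-like nuclei. With each nucleus weighted alike, Tshz3 was at 1.62, the homeostatic microglia list at -0.27 and the presynaptic list in microglia-like nuclei at 0.16, which was at 0.69 with scaling by the median log2 ratio. Without thinning, the Cnr1-positive shares were 4.65% and 4.98%. No paired analysis was possible because each group is 1 library. Few nuclei limit the microglia-like and astrocyte-like results, with 81 and 14 nuclei in the PF-04457845 library, and low depth limits the endothelial-like results, with medians of 469 and 447 UMIs.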

Other observations

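OPC-like nuclei (446 vehicle and 141 PF-04457845) held less of their own program in the PF-04457845 library. Of 23 OPC genes, 17 had a log2 ratio below 0 (median -0.42, percentile 0.01), among them the growth factor receptor Pdgfra (-1.15, -1.62 to -0.71) and the transcription factor Sox5 (-0.9998, -1.38 to -0.64), while Sema5a was higher (0.46, 0.22 to 0.70). Cholesterol synthesis genes were lower too (10 of 12, median -0.97, percentile 0.305), with Hmgcs1 at 69 and 6 UMIs. Markers of other classes went both ways in the same nuclei, with summed log2 ratios of 0.32 (0.21 to 0.44) for neuron, 0.25 (0.16 to 0.34) for oligodendrocyte, -0.27 (-0.47 to -0.08) for astrocyte and 0.36 (-0.53 to 1.18) for microglia markers, and the list linked to ribosomal RNA and preparation was higher (median 0.53, percentile 99.94). Higher in the PF-04457845 library were Tshz3 (50 and 80 UMIs, 2.53, 2.01 to 3.07), AC149090.1 (2.05), Gm48099 (1.92), the heparan sulfate enzyme Hs6st3 (1.74) and Gm36988 (1.57). Ninj2 (-1.91), the calcium sensor Ncald (-1.39), the integrin Itga9 (-1.33), Zcchc24 (-1.32) and Mir9-3hg (-1.27) were lower. Endothelial-like nuclei had lower values of the surface protein Bsg (-2.08, -2.92 to -1.33), the taurine transporter Slc6a6 (-1.77, -2.69 to -0.96), the hypoxia factor Epas1 (-1.20), Hspa12b (-1.13) and Ptprg (-0.84), and higher values of the cystine transporter Slc7a11 (0.99, 0.58 to 1.41) and the sodium pump subunit Atp1a2 (0.60, 0.48 to 0.72). Atp1a2 is an astrocyte marker here, and the astrocyte markers together were higher in this class (0.57, 0.45 to 0.68), at 48.4 and 60.0 times the droplet expectation, so its difference is not specific to endothelial transcripts. The cluster also held the pericyte gene Rgs5 among its top genes. A different mix of cells within this cluster was not separated from the other differences given for it. Astrocyte-like nuclei had lower Trpm3 (-1.58, -2.41 to -0.85), Ctnnd2 (-1.28) and Lsamp (-0.83).

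Of genes of protein quality control, Hsp90b1 and Vcp were chosen after their values were seen. Hspa5 had log2 ratios of -0.90, -0.52 and -0.97 in neuron-like, oligodendrocyte-like and OPC-like nuclei, Hsp90b1 of -0.61, -0.63 and -0.80, and the degradation factor Vcp of -0.81, -0.68 and -0.74. In microglia-like nuclei they were at 0.20 (-0.45 to 0.81), -1.06 (-2.16 to -0.13) and 0.10 (-0.71 to 0.85), and in the empty droplets at -0.01, -0.09 and -0.11. Muscle-like nuclei, marked by Ttn and Neb, numbered 43 in the vehicle and 1 in the PF-04457845 library, and Ttn was lower in the empty droplets as well (-2.83). The Ftl1 pair also split in neuron-like nuclei, with 29 and 79 UMIs for Ftl1 and 57 and 3 for Ftl1-ps1, and a sum at 0.78 (0.33 to 1.24).

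The stated filter left 11074 nuclei here. That is higher than the value quoted from the study above. The deposited matrices were unfiltered, the filtered barcodes include the shallow unnamed cluster (925 and 1507 barcodes), and calling barcodes by rank first left 1575 and 1488 nuclei, so the direction of the difference depends on how barcodes are called.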
